A study of Homo sapiens with 4 samples. Its data were reported in "Induction of the Erythroid Differentiation of K562 Cells Is Coupled with Changes in the Inter-Chromosomal Contacts of rDNA Clusters" (2023).

How the data were processed

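Contacts of ribosomal RNA gene clusters (rDNA) were measured by 4C in K562, an established human erythroleukemia cell line. In 4C, cross-linked chromatin is cut, joined fragments are ligated, and the partners of 1 chosen viewpoint are amplified by PCR and sequenced. The viewpoint lay in the rDNA intergenic spacer, and the first cut was made with EcoRI. The ligated DNA was then cut with FaeI and ligated again. The data hold 4 libraries, 2 from untreated cells and 2 from cells kept with 50 µM hemin for 108 h, a treatment that induces erythroid differentiation.

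The authors removed adapters and kept reads from which a 4C primer sequence had been trimmed. They aligned these reads to hg38 with bwa mem and wrote regions covered by reads with in-house scripts. The deposited files of the single replicates give the count of reads in each contact region, with mates of a pair counted singly and no normalization. No removal of PCR duplicates and no filter on mapping quality is stated, so reads from repeated sequence may sit at any 1 of several copies. A further deposited file per group gives a signal for each region found in both replicates, after the authors removed reads made wholly of repeats. That signal equalled the mean read count of both replicates in all 6317 untreated and all 6207 hemin regions whose ends were the same in both replicates.

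The region sequences were checked against hg38 and were identical for at least 99.95% of the regions of each library. Columns without a sample or group numbered 0. The primers of the viewpoint matched the genome together at 3 places on chromosome 21, and regions within 10 kb of these were set aside where stated. Genes came from GENCODE release 44. A region was widened by 2.5 kb on each side, and its reads were given to a gene only where it met exactly 1 gene. By this rule 22.6% to 25.0% of the reads of a library were assigned. Regions were also counted in 100 kb bins by their midpoint. A further 4 windows were counted: the alpha-globin genes widened by 1 Mb, the beta-globin genes widened by 200 kb, ID3 widened by 50 kb, and the last 300 kb of chromosome 4.

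The design, the genes to be named and the alternative settings were fixed before the data were examined. Hemin libraries were compared with untreated libraries by the Wald test of DESeq2 1.42.0 (R 4.3.3) with a local dispersion trend, treatment as the only term, and a Benjamini-Hochberg adjusted p under 0.05. The locus windows were fitted with the genes and did not enter the size factors. The median dispersion of 5116 features with a mean normalized count of at least 100 was 0.0121. Shares were compared with a two-sided exact permutation test, which cannot give a p under 0.333 with 2 libraries against 2. Correlations and interval overlaps were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and plots with matplotlib 3.10.9.

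The fits were tested on simulated counts drawn from the means and dispersions of the real features, with 200 features changed by known folds. Over 10035 genes, DESeq2 recovered 86.5% of the changed genes, and 47.1% of its calls were false. The quasi-likelihood test of edgeR 4.0.16 recovered 57.0%, with 7.32% of its calls false. Over 21765 bins, DESeq2 recovered 80.5% with 68.1% of calls false, and edgeR recovered 42.5% with 4.49% false. These shares hold for 200 changed features and would differ with more. For this reason the edgeR counts are given beside the DESeq2 counts.

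The named genes were a list of 15 taken from the genes and loci that the study discusses, the 5 with the highest and the 5 with the lowest log2 fold change, and the 3 with the highest mean normalized count. For the genes at both ends of the fold change, the rule asked for a symbol, an adjusted p under 0.05, a mean normalized count of at least 100, at least 1 read in every library, and both replicates of one group above both of the other. Genes whose symbols begin with ZNF or LINC were also counted.

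The alternative settings covered the test (edgeR), the scaling (TMM, total reads, or genes outside the acrocentric chromosomes), filters on low counts, the replicate number as a block, and leaving out each library. They also covered repeat-filtered regions, each region counted once in place of its reads, thinning of every library to 19548906 reads, the thresholds, the assignment to genes, and the sizes of bins and windows. A parametric dispersion trend was asked for too, but DESeq2 replaced it with the local trend. The edgeR test of regions counted once and the correlation with empty bins were chosen after seeing the data.

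Libraries held from 19548906 to 34000240 reads. Where a count was 0, a limit of 3 reads per library was used, and confidence intervals are at 95%. Reads of a PCR product without molecular identifiers are not independent molecules, so limits and intervals cover counting error only. Accounts of gene expression in the same study were left out, since these files hold contacts alone.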

Results

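The contacts of rDNA were mapped in K562 cells before and after differentiation with hemin, with 2 libraries per group. Untreated replicates 1 and 2 held 31721628 and 34000240 reads in 50751 and 50221 contact regions. Hemin replicates 1 and 2 held 19548906 and 20577487 reads in 47042 and 49689 regions. The median region held 15 or 16 reads in each library. Between 15.1% and 16.3% of the regions of a library held 1 read, and between 26.0% and 26.6% held over 100 reads.

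Reads close to the viewpoint made up a large part of each library. Regions within 10 kb of the 3 viewpoint copies on chromosome 21 (hg38, 8237910 to 8238206, 8420934 to 8421230 and 8465517 to 8465813) took 50.5% and 50.7% of the untreated reads. In the hemin libraries they took 53.2% and 52.8%. Outside the viewpoint copies, a majority of the reads lay in 152 and 128 regions of the untreated libraries, and in 433 and 474 regions of the hemin libraries. The same place on chromosome 20 held the most reads in all 4 libraries, at 29304002 to 29304474 in untreated replicate 1, with 10.4% to 11.4% of the reads outside the viewpoint copies. All of chromosome 20 held 7.15% of all untreated and 6.47% of all hemin reads, but 1.13% and 1.01% of those in repeat-filtered regions. The place was therefore not kept by the repeat filter of the authors, and its reads may be repeats.

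The first question was how many regions lie at ends of the fragments that EcoRI makes. The cut with FaeI makes further ends, which were not looked for here. A region without an EcoRI site is therefore not by itself a failure of the assay. In untreated replicates 1 and 2, 52.8% of the regions widened by 100 bases on each side held an EcoRI site, with 95% Wilson intervals of 52.4% to 53.3% and 52.4% to 53.2%. In hemin replicates 1 and 2 the shares were 57.0% (56.6% to 57.5%) and 56.3% (55.9% to 56.8%). The same regions moved to random places of their chromosome held a site in 7.35% to 7.46% of cases. Among regions with over 100 reads, the share with a site was 89.9% in both untreated libraries, and 92.5% and 92.6% in the hemin libraries.

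The next comparison asked how far the libraries of a group resemble each other. Over 21765 bins of 100 kb, the Pearson correlation of log2(count + 1) was 0.921 between the untreated replicates and 0.876 between the hemin replicates. The Spearman correlations were 0.899 and 0.891. Between libraries of different groups, the Pearson correlation was 0.0101 to 0.0202 and the Spearman correlation was -0.0023 to 0.0062. In bins of repeat-filtered regions it was 0.994 and 0.986 (Pearson) within the groups, and -0.360 to -0.358 between them. Bins without reads in any library are left out of these values, which lowers the correlation between groups by construction. With empty bins that hold an EcoRI site kept, a choice made after seeing the data, the Pearson correlation was 0.939 and 0.910 within the groups and 0.258 to 0.259 between them. In repeat-filtered regions it was then 0.996 and 0.992 within the groups and 0.243 to 0.244 between them. These correlations are across bins, which are not independent replicates, and the repeat-filtered regions were chosen by the authors for presence in both replicates of a group. In bins with at least 20 reads in a pair of replicates, the median variance between replicates was 3.58 times Poisson sampling noise in the untreated group and 3.69 times in the hemin group. The mean was 29.6 and 26.7 times.

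Single regions showed the same division between groups. A region with 1 read in a library overlapped a region of the other replicate in 29.3% to 34.4% of cases, and a region of a library of the other group in 6.31% to 12.4%. For regions with over 100 reads, these shares were 95.8% to 97.4%, and at most 20.5%.

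**Figure D1:**
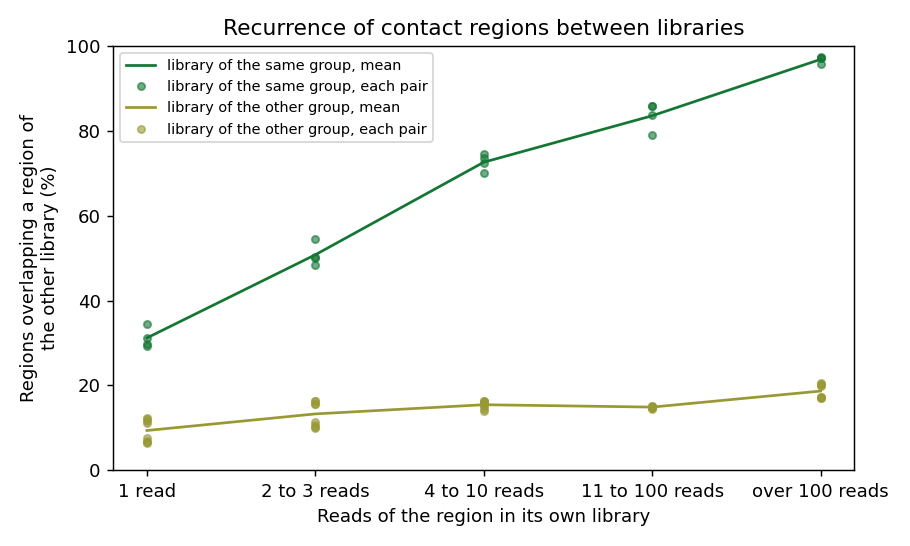
Share of contact regions (y axis, percent) that overlap a region of another library, by the number of reads of the region in its own library (x axis). Points are the pairs of libraries and lines their means; for regions with over 100 reads, the share was at least 95.8% within a group and at most 20.5% between groups.

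Of the 50751 regions of untreated replicate 1, 37051 overlapped a region of untreated replicate 2, and 29698 of these overlapped no region of either hemin library. Of the 47042 regions of hemin replicate 1, 34964 recurred in hemin replicate 2, and 28711 of these overlapped no region of either untreated library. The regions found in all 4 libraries numbered 4994 when counted in untreated replicate 1 and 5095 when counted in hemin replicate 1. With only regions of at least 10 reads, which leaves 28470 and 27006, the regions specific to a group numbered 20308 and 19451, 83.5% and 84.5% of those that recurred in it. When regions within 2.5 kb counted as shared, 12413 and 10371 were found in all 4 libraries, and 25400 and 25283 were specific to a group, 60.4% and 66.7% of those that recurred. With all regions and by overlap these shares were 80.2% and 82.1%.

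The share of reads per chromosome was compared to ask whether contacts with the chromosomes that carry rDNA changed. Outside the viewpoint copies, the 5 acrocentric chromosomes held 45.2% ± 0.144 (SD, n = 2) of the untreated reads and 40.0% ± 0.0264 (SD, n = 2) of the hemin reads. The difference of -5.28 percentage points was larger than the spread between replicates. The exact permutation test gave a p of 0.333, the smallest that 2 libraries against 2 can give. As a share of regions in place of reads, the difference was -2.99 points. Chromosome 21 alone held 31.2% (untreated) and 26.4% (hemin) of the reads outside the viewpoint copies. Chromosome 22 also fell, from 6.35% to 5.55%, while chromosome 13 rose from 1.49% to 1.88%. Chromosomes 14 (3.30% and 3.28%) and 15 (2.89% and 2.86%) changed little. The fall was thus not common to all 5 acrocentric chromosomes. Among regions, the share of chromosome 6 was 3.66% ± 0.0191 in untreated and 5.76% ± 0.0374 in hemin libraries, and that of chromosome 3 was 3.33% ± 0.0290 and 5.06% ± 0.256 (SD, n = 2 each).

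Genes were then ranked by their contacts. Both untreated replicates held at least 100 reads in 3714 genes, and both hemin replicates in 3804 genes. These lists had 1671 genes in common. With reads given to every gene a region met, the numbers were 5902 and 6045.

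The main comparison asked which genes changed their contacts with rDNA after hemin. Reads fell in 10035 genes, of which 9476 were tested after the independent filter of DESeq2. Contacts were higher after hemin in 3594 genes and lower in 3098 genes. Of these calls, 3912 were genes with 0 reads in both libraries of one group. With edgeR the counts were 3293 and 2875, of which 6157 genes in all were also called by DESeq2 with the same direction. In repeat-filtered regions 4743 of the DESeq2 calls were called again, of which 4451 kept their direction, and in bins 10368, of which 9626 did. When each region was counted once in place of its reads, the count fell to 0 in each direction with DESeq2 (253 genes had an unadjusted p under 0.05), and was 104 and 88 with edgeR. In the 100 kb bins, contacts were higher in 8106 bins and lower in 6637 of the 20114 tested (7199 and 6052 with edgeR), and with each region counted once they were higher in 22 and lower in 73. The median log2 fold change over all genes was 0.45 as scaled by DESeq2, 0.37 with TMM and 0.60 with total reads, so changes are relative to the scaling used. Leaving out 1 library moved it more, to 0.79 and 0.76 without untreated replicate 1 and 2, and to 0.13 and -0.053 without hemin replicate 1 and 2. Genes with reads only in the omitted library then leave the median. That left 9577 and 9570 genes without untreated replicate 1 and 2, and 9550 and 9439 without hemin replicate 1 and 2. Part of this shift thus follows from the change of genes and does not show unstable scaling. Over the 8954 genes above the limit of a count of 0, the median as scaled by DESeq2 was 0.57, both as fitted and with the 5123 genes at 0 in one group set to their bound.

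**Figure D2:**
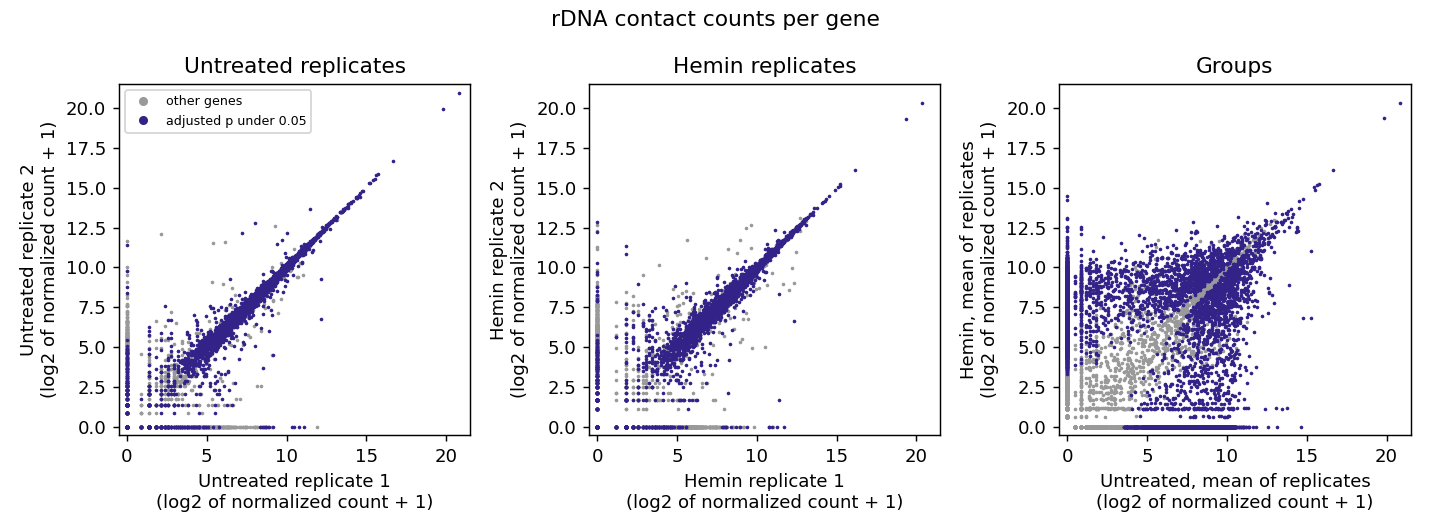
Normalized contact counts per gene on a log2 scale after adding 1, with both axes in the same unit: untreated replicates, hemin replicates, and the means of the groups. Each point is a gene, dark where the adjusted p was under 0.05 (3594 genes higher and 3098 lower after hemin); replicates lie along the diagonal, while in the panel of group means many genes lie on an axis with 0 reads in one group.

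Among genes named for zinc finger proteins (symbols that begin with ZNF), 58 were higher and 50 lower of 164 tested. Among genes for long intergenic RNAs (LINC), 253 were higher and 208 lower of 649 tested. With edgeR the counts were 54 and 49 for ZNF and 232 and 197 for LINC. With scaling by total reads, these counts were 59 and 47 for ZNF and 262 and 201 for LINC. Both classes changed in both directions under each scaling tried. With each region counted once and tested by edgeR, a test chosen after seeing the data, 2 ZNF genes were higher and 0 lower, and 9 LINC genes were higher and 6 lower.

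A list of 15 genes was fixed beforehand from the genes and loci that the study discusses. Of these, 4 held reads by the rule used here and 11 did not. All 4 passed the threshold over all genes and also when adjusted over the list alone. The study discusses these loci from the same libraries, so the list is not independent evidence. The list lacks some genes that the study names. Among these, AGO3 was looked up after the results were seen: it held 104 and 96 untreated and 0 and 59 hemin reads and did not pass the threshold (adjusted p 0.582). AGO1 (ENSG00000092847, chromosome 1, 35869808 to 35930532) held 0 reads in both untreated libraries and 545 and 575 reads in the hemin libraries. All hemin reads lay in 1 intronic region, at 35906378 to 35906456. Against the limit of 3 reads per library, its contacts were at least 273-fold higher after hemin. AGO2 (ENSG00000123908, chromosome 8, 140520156 to 140635633) had a log2 fold change of -1.78 (SE 0.15, adjusted p 1.23e-29), with 917 and 908 untreated and 192 and 171 hemin reads. Its reads came from different places: an intronic region at 140607982 to 140608068 held 87.8% of its reads in untreated replicate 1, and a region in the UTR at 140523289 to 140523369 held 89.1% in hemin replicate 1. With the replicate number as a block, AGO2 no longer passed the threshold (log2 fold change -1.78).

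LUC7L (ENSG00000007392, chromosome 16, 188969 to 229463) had a log2 fold change of 4.86 (SE 1.62, adjusted p 0.00403), from 0 and 17 untreated reads and 173 and 161 hemin reads. It did not pass the threshold with edgeR (4.78), without hemin replicate 1 (4.95) or without hemin replicate 2 (5.13). Without untreated replicate 2 the untreated side held 0 reads, so no fold change is given. The 17 untreated reads lay at 193293 to 193348, while most hemin reads lay at 209915 to 209991. In repeat-filtered regions the untreated libraries held no LUC7L reads, and LUC7L passed the threshold. DUX4 (ENSG00000260596, chromosome 4, 190173774 to 190185942) lies in a repeated array. It held 2775 and 2285 untreated and 867 and 786 hemin reads, with a log2 fold change of -1.06 (SE 0.18, adjusted p 1.71e-08). In repeat-filtered regions its log2 fold change was -0.85 and did not pass the threshold. The globin genes and ID3 held no reads assigned to a single gene, and PRR25 has no entry in GENCODE release 44.

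The rule for the ends of the fold change was met by 1674 genes. The highest were ENPEP, TENM4, CUBN, CNTN3 and CLSPN, with log2 fold changes of 10.03, 9.99, 9.55, 8.76 and 8.67. ENPEP (chromosome 4, 110365733 to 110565285) held 8 and 1 untreated reads and 3099 and 3356 hemin reads, the latter all in 1 intronic region at 110436522 to 110436679. TENM4 (chromosome 11, 78652829 to 79441030) held 3 and 2 untreated reads and 1682 and 1790 hemin reads in 10 and 8 regions. The ratio of hemin to untreated contacts was 1048 for ENPEP (95% exact counting interval 551.6 to 2292) and 1014 for TENM4 (434 to 3126). The lowest were SYNE1, STT3B, TXNDC15, CABCOCO1 and PTPRR, with log2 fold changes of -9.80, -8.94, -8.68, -8.44 and -8.27. SYNE1 (chromosome 6, 152121687 to 152637801) held 2475 and 2750 untreated reads and 2 and 2 hemin reads, a ratio of untreated to hemin of 894 (349 to 3283). For the other genes at both ends, the lower bound of this interval ranged from 120.1 (PTPRR) to 301 (CABCOCO1). CABCOCO1 (chromosome 10, 61662929 to 61766766) held 45574 and 49827 untreated reads, all in 1 intronic region at 61749769 to 61749940, and 90 and 98 hemin reads. Of the hemin reads of CABCOCO1, 88.9% in replicate 1 lay in a region past the end of the gene, at 61768174 to 61768250.

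The genes with the highest mean normalized counts were ENSG00000280441, ENSG00000278996 and ENSG00000279501, all long non-coding genes on the short arm of chromosome 21. Their log2 fold changes were -0.53, -0.53 and -0.55, and -3.52, -1.54 and -0.49 in repeat-filtered regions. ENSG00000280441 (8380643 to 8454792) spans a viewpoint copy. The top regions of ENSG00000280441 and ENSG00000278996 held 1107979 and 1108697 reads in untreated replicate 1, and 533215 and 532097 in hemin replicate 1. Such near-equal numbers may be reads of 1 repeated sequence divided among its copies. These counts are therefore not separate evidence of contacts with each gene, and reads of rDNA itself were not excluded.

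The study addressed rDNA contacts near the globin genes, ID3 and the DUX4 genes. Of the 4 windows, 3 passed the threshold over all features, and 3 when adjusted over the list alone. The study discusses contacts at these loci from the same libraries, so the windows are not independent evidence, and their sizes were set here.

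**Figure D3:**
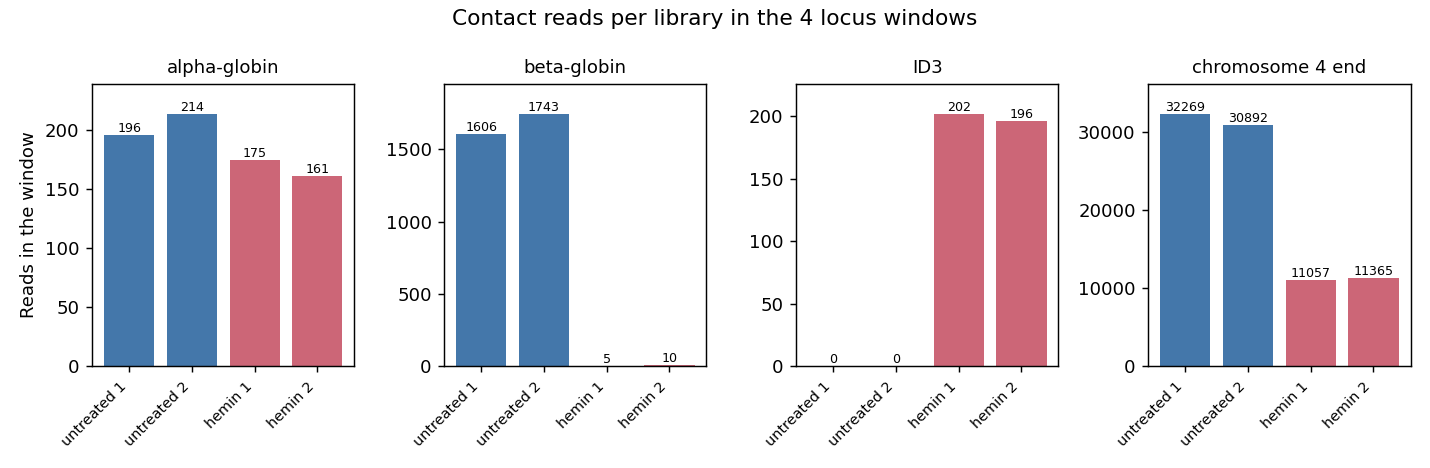
Reads per library (y axis, count) in the windows around the alpha-globin genes, the beta-globin genes, ID3 and the end of chromosome 4, with a bar per replicate and its count above it. Each panel has its own axis from 0; the ID3 window held 0 reads in both untreated libraries and 202 and 196 in the hemin libraries.

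The alpha-globin window (chromosome 16, 1 to 1181179) held 196 and 214 untreated and 175 and 161 hemin reads. The log2 fold change of 0.26 (SE 0.19) did not pass the threshold (adjusted p 0.215 by DESeq2), and the normalized counts were 168 ± 7.78 and 201 ± 23.5 (SD, n = 2 each). Scaled by total reads it was 0.43 and passed. The size of the change depended on single libraries. The log2 fold change was 0.059 and 0.11 without untreated replicate 1 and 2, and 0.33 and 0.53 without hemin replicate 1 and 2. The places differed between groups. The repeat-filtered regions of the untreated libraries consisted of 1 region at 811820 to 811898, with 177 and 181 reads, in no annotated gene and 631 kb past the end of the alpha-globin genes. Those of the hemin libraries lay inside LUC7L, 28.5 kb and 28.7 kb past the end of the alpha-globin genes, and the larger, in an intron at 209915 to 209991, held 153 and 149 reads.

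The beta-globin window (chromosome 11, 5025464 to 5705652) held 1606 and 1743 untreated reads and 5 and 10 hemin reads. The log2 fold change was -7.26 (SE 0.39, adjusted p 2.15e-76 by DESeq2). Most untreated reads lay at 5339339 to 5339371, with 961 reads in replicate 1, and at 5490035 to 5490113, with 515 reads. Both places lie in introns of the long annotated spans of HBE1, HBG2, OR51B5 and ENSG00000239920, so they were assigned to no single gene. In a window widened by 1 Mb in place of 200 kb, the log2 fold change was -0.035 and did not pass the threshold.

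The ID3 window (chromosome 1, 23507926 to 23609501) held 0 reads in both untreated libraries and 202 and 196 hemin reads, at least 97.1-fold higher after hemin against the limit of 3 reads per library (adjusted p 1.10e-12 by DESeq2). In the hemin libraries 197 and 195 of these reads lay at 23594590 to 23594655, in an intron of MDS2. This region holds no EcoRI site, and the nearest one lies 2.06 kb away. ID3 (23557926 to 23559501) is on the minus strand, and the region lies 35.1 kb beyond its higher coordinate, which is the side of its 5′ end. With 100 kb added on each side the direction reversed, to a log2 fold change of -0.69.

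The last 300 kb of chromosome 4 (189914556 to 190214555) held 32269 and 30892 untreated and 11057 and 11365 hemin reads. The log2 fold change was -0.95 (SE 0.06, adjusted p 1.67e-58 by DESeq2), a ratio of untreated to hemin normalized counts of 1.93. With each region counted once it was -0.32 and did not pass the threshold.

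**Figure D4:**
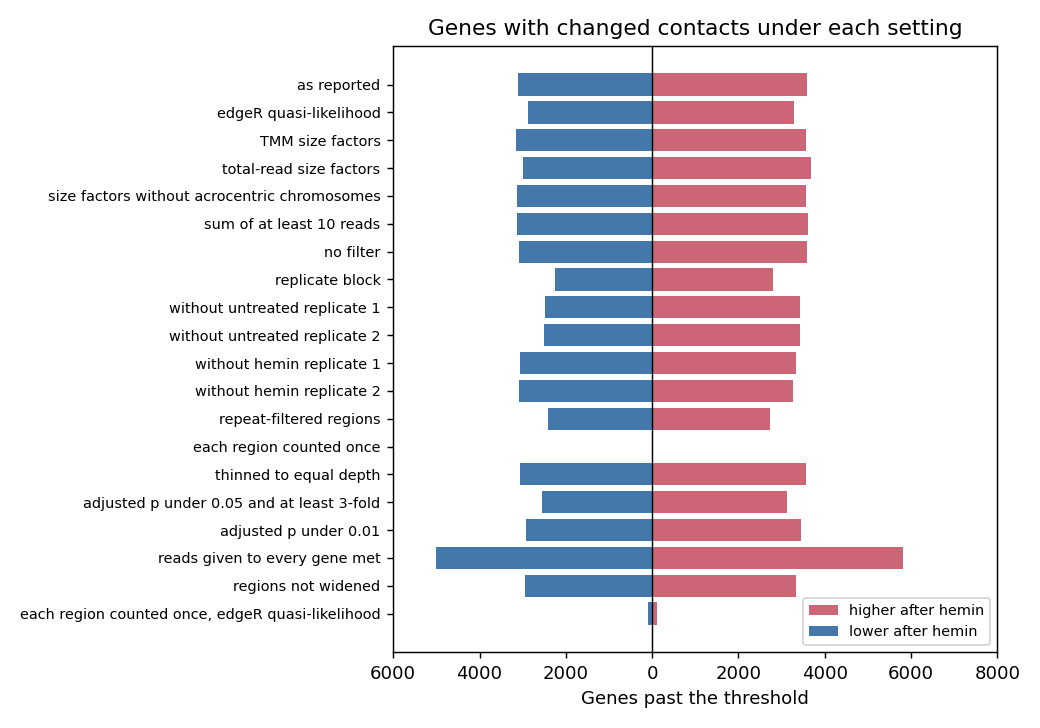
Genes past the threshold (x axis, count, to the right where higher and to the left where lower after hemin) as reported and under each alternative (y axis). The counts as reported were 3594 and 3098; with each region counted once there were 0 with DESeq2 and 104 and 88 with edgeR.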

Values the study reported

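The study reported 3699 genes with at least 100 rDNA contacts in untreated cells and 2566 such genes after hemin. It reported that 1307 genes increased and 1200 genes decreased their contacts after hemin. In its discussion it gave 4855 genes that changed their number of contacts. Between replicates, it gave a Pearson correlation of 0.99 in each group, and Spearman correlations of 0.74 for untreated and 0.83 for hemin-treated cells. Near the alpha-globin genes, it described a contact about 600 kb downstream in untreated cells, inside PRR25, and contacts about 29 kb downstream after hemin, inside LUC7L. Around the beta-globin genes, it reported a loss of contacts after hemin, with a few about 40 kb upstream of the cluster. It described contacts about 34 kb downstream of ID3 after hemin and none before, and no change at the DUX4 genes.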

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

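Among the tests in this part, only the edgeR test of regions counted once and the correlation with empty bins were chosen after the results were seen. Under the alternatives run, 145 of the 178 values of the counts, windows, shares and correlation kept their direction and their side of the threshold, or stayed within 1.5 times the count or within the replicate spread.

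Counting each region once in place of its reads changed the most. The genes higher and lower after hemin went from 3594 and 3098 to 0 and 0 with DESeq2 (253 had an unadjusted p under 0.05), and to 104 and 88 with edgeR. The bins went from 8106 and 6637 to 22 and 73 with DESeq2, and to 384 and 285 with edgeR. A gene then holds only a few regions, so fewer counts are compared. In the windows, the log2 fold change became -0.26 (edgeR -0.28) at alpha-globin, a reversal, and -1.32 (-1.33) at beta-globin, 3.44 (4.07) at ID3 and -0.32 (-0.35) at the end of chromosome 4, none past the threshold. Among named genes, ENPEP reversed to -0.58 (edgeR -0.56), CABCOCO1 to 1.32 (1.19), ENSG00000280441 to 0.12 (0.088) and ENSG00000279501 to 0.079 (0.048), and the other 13 no longer passed.

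With reads given to every gene met, 5807 genes were higher and 5000 lower, and 5902 and 6045 genes held at least 100 reads in the untreated and hemin group. More genes are counted by this rule. In repeat-filtered regions, 2461 and 2491 genes held at least 100 reads, the acrocentric difference was -4.23 percentage points, and the alpha-globin window passed the threshold at 0.52. With regions in place of reads the acrocentric difference was -2.99. In bins of 1 Mb, 1275 were higher and 1248 lower, out of fewer bins. Scaled by total reads, the alpha-globin window passed at 0.43. Windows of 100 kb gave 4.86 at alpha-globin, past the threshold, and -0.69 at ID3, a reversal. The normalized means of this alpha-globin window (6.88 untreated and 200 hemin) were those of LUC7L, which held 0 and 17 untreated reads. LUC7L did not pass the threshold with edgeR. Windows of 1 Mb gave -0.035 at beta-globin, no longer past the threshold, and -1.38 at ID3, a reversal. Wider windows take in other contact regions. With bins without reads kept, the mean Pearson correlation between libraries of different groups rose from 0.0152 to 0.259. Beyond what each alternative does by construction, the cause was not tested.

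The replicate number as a block left 2792 genes higher and 2260 lower. The numbers do not pair the libraries: across 5112 genes, the deviations of replicate 1 from replicate 2 in the 2 groups correlated at 0.021. Leaving out 1 library, with the lone library assumed to vary like the others, gave 3265 to 3434 genes higher and 2493 to 3082 lower. Among named genes it changed the call of LUC7L alone, which lost it without hemin replicate 1 (4.95) and without hemin replicate 2 (5.13). Values that rest on few untreated reads moved: ENPEP to 12.06 and 8.98 and CNTN3 to 9.94 and 7.86 without untreated replicate 1 and 2, and LUC7L to 3.70 without untreated replicate 1, each kept past the threshold. Without untreated replicate 2, LUC7L held 0 untreated reads. The parametric dispersion trend was not run, since DESeq2 replaced it with the local trend for genes and bins. Depth changed the counts of calls little: thinned to 19548906 reads per library, 3570 genes were higher and 3070 lower. In simulated counts with 200 changed genes among 10035, 47.1% of the gene calls of DESeq2 and 7.32% of those of edgeR were false. That share depends on the number of changed genes and does not carry over to the counts of calls above.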

Other observations

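The tests of sites shared between groups and of their density were chosen after the sharing of regions had been seen. The other tests in this part were planned.

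Genes higher after hemin numbered 3594 here. That is higher than the value quoted from the study above. Genes lower after hemin numbered 3098 here. That is higher than the value quoted from the study above. Both directions together held 6692 genes. The study counted extended reads, allowed multiple mapping and used another annotation, so these counts are not like for like. The rule of assignment alone moved them here, to 5807 higher and 5000 lower with reads given to every gene met. At the DUX4 gene the reads fell after hemin here, with a log2 fold change of -1.06, though not past the threshold in repeat-filtered regions (-0.85). The end of chromosome 4, where this gene lies, stayed past the threshold in repeat-filtered regions (-0.84). Its largest untreated regions lay in no annotated gene, such as that from 190114698, with 3922 reads in untreated and 892 in hemin replicate 1. Unscaled reads at the DUX4 copies were fewer and went both ways. Between untreated and hemin replicate 1, DUX4L7 went from 205 to 77 and DUX4L8 from 81 to 100. In repeat-filtered regions, untreated replicate 2 held no reads at either copy, while hemin replicate 2 held 92 and 113. The fall at DUX4L7 was thus not seen in both replicates, and reads at single copies varied between replicates. The window therefore does not show what happened at the DUX4 genes alone.

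Replicates of one group resembled each other far more than libraries of different groups. If both replicates were sequenced from 1 pool of ligated DNA, rare regions would recur within a group and replicates would differ by little more than Poisson noise. Regions with 1 read recurred in the other replicate in 31.2% of cases on average, against 9.37% in libraries of the other group. The median variance between replicates was 3.58 and 3.69 times Poisson noise. PCR adds spread with or without a shared pool, so this value does not decide between them. The study describes the replicates as biological, which speaks against a shared pool, and the labels do not say whether they were ligated separately. Each group has its own pair of libraries, so a shared pool and an effect of hemin cannot be told apart here.

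Many genes held reads in one group and none in the other. Amplification of single ligation events may explain this. In the 3912 called genes without reads in one group, the top region held a median of 93.5% of the reads of a library, and the median number of regions was 2 in both groups. Called genes with reads in all libraries held a median of 85.7% (untreated) and 83.5% (hemin) in the top region, with a median of 3 regions. The concentration was thus not confined to genes without reads in one group, but it was stronger there. Over 90% of reads lay in the top region in 62.1% (untreated) and 70.1% (hemin) of those genes. The shares were 38.9% and 40.4% for genes with reads in all libraries. At most 2 regions per library were held by 74.3% and 74.4%, against 37.4% and 32.0%. With so few regions per gene, counting each region once does not test the explanation. The genes without reads in one group were chosen for the pattern, though. A contact made at the same fragment end in many cells would give the same picture. Regions with over 100 reads recurred in the other replicate in 95.8% to 97.4% of cases. Single events in separate ligations would not recur so, and the explanation therefore needs a ligation pool shared by both replicates. Whether there was one is not known, and without molecular identifiers the explanations cannot be told apart.

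More regions were found in the untreated libraries (50486 ± 375, SD, n = 2) than in the hemin libraries (48366 ± 1872). The untreated libraries were also sequenced more deeply. After every library was thinned to 19548906 reads, the hemin libraries had 1698.5 more regions on average (48149 ± 1565 against 46450 ± 694, SD, n = 2 each). Most of this came from hemin replicate 2 (49255), while hemin replicate 1 (47042) lay close to untreated replicate 1 (46941). The excess in the untreated libraries was gone, and a difference the other way is not shown by so few libraries. The difference as deposited is consistent with sequencing depth, and a biological loss of contact regions is not needed for it.

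Few repeat-filtered sites were shared between the groups. One candidate explanation is that each group drew its own ligation events at random from a large pool of EcoRI sites. Of 11318 untreated and 10787 hemin sites, 1292 were shared, 5.44 times the 237 expected by chance within chromosome and within classes of distance to the next CATG. Outside the acrocentric chromosomes the ratio was 5.88. That argues against drawing from equally likely sites. Drawing from sites of unequal likelihood stays open, as does an effect of hemin.

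A further hypothesis is that single sites differ by sampling while the landscape at larger scale is common to both groups. This was tested on 8393 untreated and 8409 hemin sites, a smaller set than the 11318 and 10787 of the sharing test. The correlation of site density between groups over 1 Mb bins was 0.751. Random splits of the sites within each group gave 0.803 for a common landscape, or 0.711 when sites within 10 kb were kept together. On a square-root scale the correlation was 0.515, against 0.561 and 0.512. The value thus lay below or above the expectation depending on how clusters of sites were treated, and 1 Mb bins do not settle it. Over 10 Mb bins the correlation was 0.771, against 0.961 and 0.877, and 0.810 on a square-root scale, against 0.923 and 0.885. It was below the expectation in all 4 forms at 10 Mb. The form of this test was varied after its first result, and every form run is given here. A difference between groups at large scale may come from hemin or from the making of the libraries, which the design does not separate.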
